A study of Mus musculus with 12 samples. Its data were reported in "Transcriptional integration of mitogenic and mechanical signals by Myc and YAP" (2017).

How the data were processed

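RNA was sequenced from 12 samples of 3T9MycER cells, immortalised mouse embryo fibroblasts that express Myc fused to the hormone-binding part of the estrogen receptor. The fusion is switched on by 4-hydroxytamoxifen (OHT). The samples form 6 groups of 2 libraries each: DMSO (solvent), DMSO + OHT, verteporfin (VP), VP + OHT, Y27632 (Y27) and Y27 + OHT. VP, which blocks YAP from acting through TEAD, was given at 20 µM and Y27, an inhibitor of the ROCK kinases, at 50 µM, both for 8 hours per the labels. The libraries were made with a kit for total RNA without selection of poly(A) RNA. The series' design text describes the cells as confluent and the paper describes serum-starved subconfluent cells, so the culture state is left open here.

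The authors aligned the reads to mouse genome build mm9 with TopHat2 2.0.8, processed them with SAMtools and counted reads per gene with featureCounts 1.4.5-p1. The per-sample values are RPKM (reads scaled to the gene's length and the library's total), as the deposited column names state. The authors also gave 5 comparison tables made with DESeq2, whose version is not given in the sources used here, with log2 fold changes, their standard errors on the log2 scale, p and adjusted p. Whether duplicate reads were removed and whether reads were paired is not given in the sources used here.

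In the deposited workbook every value of 1 or more had lost its decimal sign, while values under 1 were intact. Of 260052 RPKM cells in 21671 genes, 46.4% were affected. The sign was put back from arithmetic: an RPKM is a whole number of reads divided by a whole gene length and a whole library total. The library totals came from the intact low values as common divisors. The places of the sign within a gene were set so that its libraries lay together as the authors' log2 fold changes say, and the place common to all libraries came from intact values of the same gene (2025 genes), from the demand for whole reads (8027) or from whole reads together with the annotated length (921); 10655 genes were intact. Left out were 43 genes with no annotated length, 1 whose digits did not match and 11 whose symbols had turned into dates, which left 21616. When the level of the intact values was not used to place the sign, 2025 of 2025 genes were restored alike. The intact values still entered the demand for whole reads, so this does not test genes that have none. The digits of the authors' mean normalized counts matched those computed from the restored reads in 99.9% of values, within 0.001 on the log10 scale. A shift of a whole gene by 10-fold would escape that digit check. Restored gene lengths were also set against annotated ones (RefSeq on GRCm38, used for lengths and older symbols only): the median ratio was 1.00, and 98.5% lay within 3.16-fold. That closeness is no independent check, because the annotated length was also used to choose among places 10-fold apart. For the 8027 genes, whole reads alone pointed to the same place as the length. Because the authors' log2 fold changes helped to place the sign, a shared direction with their tables is not independent for values of 1 or more. The table comparing DMSO with Y27 matched only when read as DMSO over Y27 (99.9% of digits, against 60.6% the other way), and its sign was turned.

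Library totals ran from 21857777 to 30856488 reads, of which 30.4% to 36.0% lay in genes, and the 10 most abundant genes took 1.23% to 1.61% of gene reads. Reads per base may have had a ceiling in these values, which stays undecided. Among 17056 genes of at least 1000 bases no library went above 1.80 reads per base, and Eef2 had the highest mean at 67.2 RPKM. In these libraries 2 reads per base would equal 64.8 to 91.5 RPKM. Values of the 1020 genes with a mean of 20 RPKM or more are to be read with that possible limit, also where it is not repeated. So are values of 20 RPKM or more in a single group, also for genes with a lower mean.

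Genes with a mean of at least 0.5 RPKM over the 8 libraries of a fit were tested on log2(RPKM + 1) with limma 3.58.1 in R 4.3.3. One fit held the DMSO, DMSO + OHT, VP and VP + OHT libraries (11137 genes) and one the DMSO, DMSO + OHT, Y27 and Y27 + OHT libraries (11017 genes), so both share 4 libraries. Each fit has 4 residual degrees of freedom. Variances were moderated with a mean-variance trend, tests were two-sided, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The contrasts in each fit were OHT in DMSO, the inhibitor without OHT, OHT in the inhibitor, the inhibitor with OHT, and the difference between the OHT responses. The response ratio is the median log2 change with OHT in the inhibitor divided by that in DMSO, over genes raised by OHT in DMSO, and its SD comes from 16 combinations of single libraries. The replicates are nowhere said to be separate cultures, so p-values measure the spread between these libraries only, and whether that spread is technical is not known here. Replicate numbers are not stated to pair samples, and a replicate block was run as an alternative only.

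The design, the contrasts, the naming rule and the gene lists were fixed before the data were examined. Named genes are, per contrast, the 8 largest rises and 8 largest falls past the threshold with a mean of at least 1 RPKM and both libraries apart from both of the other group, up to 4 members per list, the 4 smallest p where fewer pass, and Myc, Yap1, Wwtr1, Tead1, Ctgf, Cyr61, Ankrd1, Ncl, Hmox1, Cdkn1a and Ccnd1. Predicted genes and small RNAs were counted but not named by that rule. Not all genes picked by it are reported here. There were 30 lists, of which 25 had at least 5 tested members: ribosome biogenesis, nucleotide and one-carbon synthesis, aminoacyl-tRNA synthetases, translation factors, protein folding chaperones of cytosol and mitochondria, glycolysis, DNA replication and G1/S, mitosis and G2/M, YAP-TEAD targets, SRF-MRTF and actin cytoskeleton, extracellular matrix, immediate early genes, ATF4 stress targets, the unfolded protein response of the endoplasmic reticulum, NRF2 oxidative stress targets, heat shock response, p53 targets, cholesterol synthesis, interferon response, NF-kB and inflammatory genes, genes described as repressed by Myc, Hippo and Myc network components, ROCK pathway components, nuclear-retained and structural noncoding RNA, and replication-dependent histones. Macrophage, epithelial, hepatocyte and adipocyte markers and mitochondrially encoded genes were looked up but had too few tested members. Lists were tested with camera, which asks whether a list moved more than the other genes, with a preset correlation of 0.01 and adjustment over the lists of a contrast. With a correlation estimated from these few libraries, no list passed in any contrast.

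Alternatives were a pseudocount of 0.1, no filter and a filter of 1 RPKM, median-ratio scaling, quantile normalization, no variance trend, a replicate block, each library left out, a log2 change of at least 0.5 as well, and fits on only the groups of a contrast. Voom on the recovered reads and a fit without genes of 20 RPKM or more were added after the data were seen. With 1 library left out, the lone library of its group was assumed to vary like the other groups. The pipeline was tested on simulated data with 200 changed genes. Apart from the simulated changes, all libraries had the DMSO levels and a common spread for all genes. They had no inhibitor effect, no shift between libraries and no limit on reads, so recovery and false calls in the real data may differ. For OHT in DMSO with 10914 simulated genes in the VP fit, 85% of 1.5-fold and 100% of 3-fold changes were recovered with 10 false calls; for the difference between responses the shares were 53% and 99% with 4 false calls. In the Y27 fit with 10907 genes these shares were 75% and 99% with 8 false calls for OHT in DMSO, and 48% and 97% with 13 false calls for the difference. In a separate simulation with 2000 responding genes, a true response ratio of 0.5 was found as 0.481 in the VP fit and 0.467 in the Y27 fit, and a true ratio of 1 as 0.980 and 0.947. Computation outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.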

Results

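RNA-seq values for 21616 genes in 12 libraries were compared, 2 libraries in each of 6 groups: DMSO, DMSO + OHT, VP, VP + OHT, Y27 and Y27 + OHT. The series asks how MycER activation by OHT changes transcription when YAP-TEAD (VP) or ROCK (Y27) is inhibited. Library totals were 26771313 and 28288317 reads in DMSO, 23796550 and 28878041 in DMSO + OHT, 30856488 and 26124435 in VP, 28722077 and 28832312 in VP + OHT, 21857777 and 24340549 in Y27, and 26587152 and 22074913 in Y27 + OHT. Within each pair of replicates the log2 values across genes correlated at 0.997 to 0.998, genes not being independent replicates, and differed by more than read sampling, with a chi-square per degree of freedom of 1.68 to 3.67. Mean levels below are RPKM with the SD of 2 libraries, and log2 changes are limma estimates on log2(RPKM + 1) with their standard error (SE). The added 1 makes changes smaller for genes near or under 1 RPKM in a group. Markers of other cells were low: the highest were Cd14 at 3.28 RPKM among macrophage markers, of which 3 of 12 passed the expression minimum, Hp at 0.633 among hepatocyte markers (1 passed), Krt8 at 0.0234 among epithelial markers (0 passed) and Lpl at 0.377 among adipocyte markers (0 passed). The table held 0 mitochondrially encoded genes.

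MycER activation in DMSO raised genes of ribosome production and nucleotide synthesis and lowered Myc. Smpdl3b, a phosphodiesterase-like gene, went from 3.50 ± 0.22 (SD, n = 2) to 19.0 ± 0.47 (n = 2), a log2 change of 2.15 (SE 0.08, limma adjusted p = 1e-07). Dgat2, which makes triglycerides, rose from 1.63 ± 0.46 to 9.54 ± 0.50 (n = 2 each), Polr3g, a subunit of RNA polymerase III, from 1.71 ± 0.22 to 8.25 ± 0.91, and Ifrd2 from 7.14 ± 0.25 to 26.6 ± 1.10. Ncl, the nucleolar protein nucleolin and a known Myc target, rose from 9.90 ± 0.87 to 19.5 ± 0.79 (log2 change 0.91, SE 0.07, limma adjusted p = 1.1e-05). Myc, whose reads were not told apart from any of the MycER fusion, fell from 10.4 ± 0.29 to 5.34 ± 0.48 (log2 change -0.85, SE 0.08, limma adjusted p = 2.1e-05), and B3gnt9 (-1.11), Trp53inp2 (-1.10) and Ndrg4 (-0.95) fell as well. Other large rises were Arhgdig (log2 change 1.92), St6galnac4 (1.82), Reep6 (1.75) and Hmga1 (1.69), and other large falls were Gpr153 (-0.94), Creb3l1 (-0.87) and Arhgap18 (-0.85). In all, 3842 of 11137 genes passed, 2678 higher and 1164 lower, with a median absolute log2 change of 0.36. Without DMSO replicate 2 the count was 2443, and without DMSO replicate 1 only 651 genes were lower. The share of rises was 69.7% of the called genes, 51.7% under median-ratio scaling and 48.8% under quantile normalization. The share was 80.4% without DMSO replicate 1, so the balance of rises and falls rests on scaling and on that library.

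Of 56 ribosome biogenesis genes, 53 rose with OHT in DMSO (55 adjusted over the list alone), with a median log2 change of 0.64 and a camera adjusted p = 3.8e-22. Rrp12 went from 3.29 ± 0.44 to 8.92 ± 1.15 (n = 2 each) and Polr1e, a subunit of RNA polymerase I, from 2.65 ± 0.062 to 6.11 ± 0.0615. Of 26 nucleotide and one-carbon synthesis genes 20 rose and 1 fell (20 and 1 adjusted over the list alone), at a median of 0.53 and camera adjusted p = 3.6e-08. Pfas, of purine synthesis, went from 8.01 ± 0.81 to 18.5 ± 1.37. DNA replication and G1/S genes rose in 33 of 49 cases (37 adjusted over the list alone, median 0.34, camera adjusted p = 8.1e-08). Ccne1, which encodes cyclin E1, was among them (log2 change 1.05). Chaperones rose in 14 of 20 cases (15 adjusted over the list alone, camera adjusted p = 0.00038) and translation factors in 10 of 22 (13 adjusted over the list alone, camera adjusted p = 0.0019). Aminoacyl-tRNA synthetases rose in 10 of 20 cases (10 adjusted over the list alone, camera adjusted p = 0.049, which became 0.084 under quantile normalization and 0.051 with a replicate block). Immediate early genes fell in 9 of 21 cases (9 adjusted over the list alone, median -0.30, camera adjusted p = 5.6e-06), among them Egr1 from 3.48 ± 0.42 to 1.74 ± 0.13. NF-kB and inflammatory genes fell in 5 of 23 cases (3 adjusted over the list alone, camera adjusted p = 0.0019) and interferon response genes in 5 of 21 (4 adjusted over the list alone, camera adjusted p = 0.0025, and 0.15 under quantile normalization). Genes described as repressed by Myc fell in 5 of 14 cases (5 adjusted over the list alone, camera adjusted p = 0.0077), among them Cdkn1a from 0.62 ± 0.071 to 0.21 ± 0.077, a log2 change of -0.42 that was -1.24 with a pseudocount of 0.1. With the alternative correlation no list passed: all lists in this paragraph had adjusted p = 0.849 with an estimated correlation. By fry, ribosome biogenesis (adjusted p = 0.022), nucleotide synthesis (0.022) and DNA replication and G1/S (0.029) passed. The other lists in this paragraph did not, with fry adjusted p from 0.10 for chaperones and translation factors to 0.44 for interferon response genes.

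The remaining lists did not pass for OHT in DMSO in the fit with VP. Camera adjusted p was 0.071 for glycolysis, where 4 of 16 genes rose (3 adjusted over the list alone), and 0.020 under quantile normalization. It was 0.63 for mitosis and G2/M (median 0.07 and mean 0.04, against a downward test) and 0.17 for YAP-TEAD targets (0.019 under quantile normalization). SRF-MRTF and actin cytoskeleton lay at the threshold, at 0.051 with VP and 0.048 in the fit with Y27 (median -0.02, 1 of 31 down, 0 adjusted over the list alone), and passed under median-ratio scaling (0.011) and quantile normalization (0.0011), with a pseudocount of 0.1 (0.047) and with a replicate block (0.040). Extracellular matrix had 0.10 and the unfolded protein response 0.071, and both passed under median-ratio scaling (0.024 and 0.026) and quantile normalization (0.0036 and 0.0044). ATF4 stress targets had 0.48 (median -0.03, mean 0.01). For NRF2 targets it was 0.90, 0.63 for heat shock response (median 0.06 against a downward test), 0.41 for p53 targets (median -0.02, mean 0.03) and 0.12 for cholesterol synthesis. Camera gave 0.84 for Hippo and Myc network components, 0.19 for ROCK pathway components (0.045 under quantile normalization), 0.41 for nuclear-retained and structural noncoding RNA (median 0.04, mean -0.02) and 0.071 for replication-dependent histones. Of the YAP-TEAD targets 1 of 25 rose and 1 fell (1 and 0 adjusted over the list alone). Ctgf had a log2 change of -0.08 (SE 0.16, limma adjusted p = 0.73), Cyr61 of -0.01 and Ankrd1 of -0.07. Cyr61 lay at a level where reads per base may be limited. Yap1 had 0.22 (limma adjusted p = 0.02), which did not pass without DMSO replicate 2 (0.095) or without DMSO + OHT replicate 1 (0.11). The fall of the histone gene Hist2h3b (-0.86, limma adjusted p = 0.04) did not pass without DMSO replicate 1 (0.23), DMSO replicate 2 (0.055) or DMSO + OHT replicate 2 (0.25). In the fit with Y27, the same 4 libraries gave 3309 of 11017 genes, 2348 higher and 961 lower. The count was 1711 without DMSO replicate 2 and 2026 without DMSO + OHT replicate 1, and 466 genes were lower without DMSO replicate 1.

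**Figure D1:**
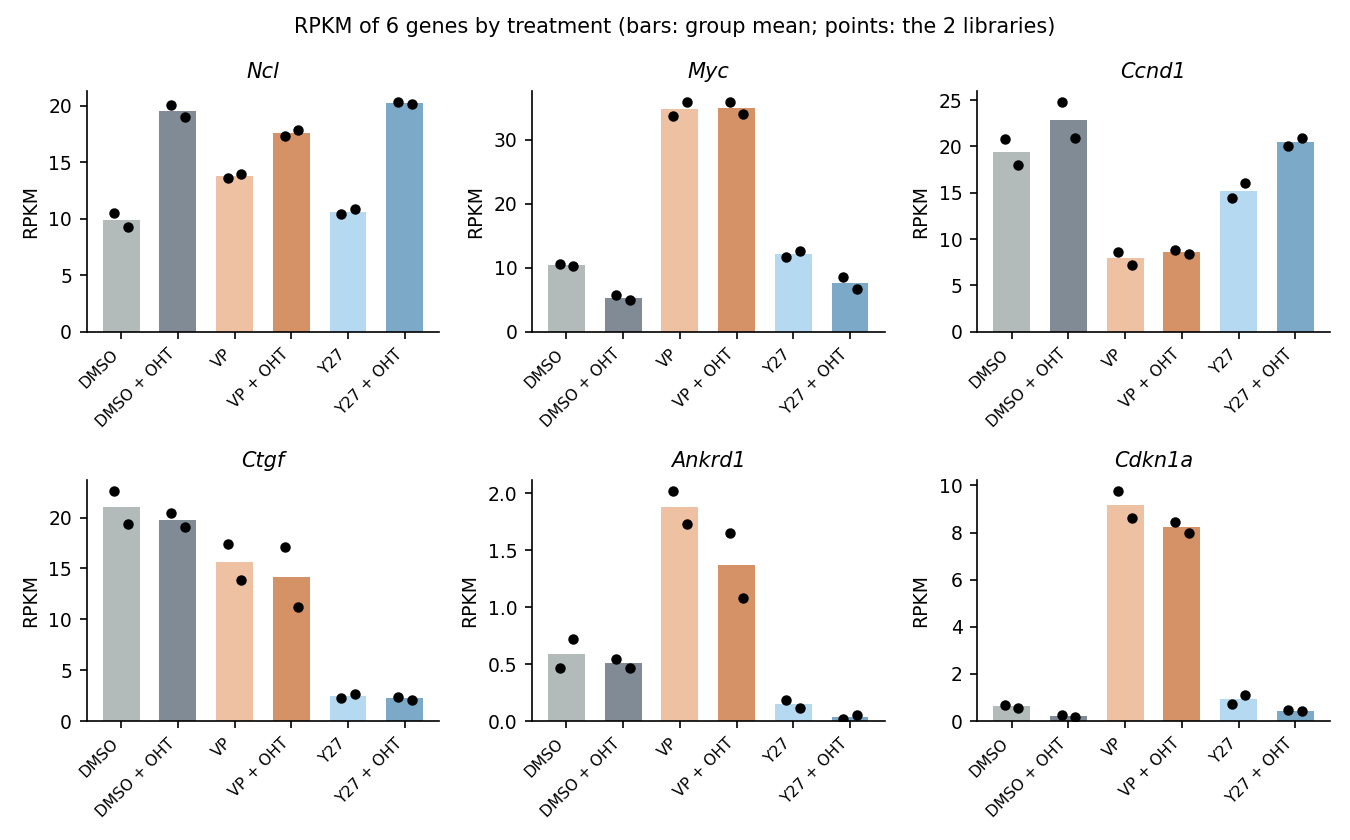
RPKM (y axis, linear from 0) of Ncl, Myc, Ccnd1, Ctgf, Ankrd1 and Cdkn1a in the 6 groups (x axis), with bars for the mean and points for the 2 libraries. Ncl rose from 9.90 to 19.5 with OHT in DMSO, Ctgf was 21.0 in DMSO and 2.46 in Y27, and Cdkn1a was 0.62 in DMSO and 9.19 in VP.

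VP without OHT changed more genes than OHT did and raised interferon and inflammatory genes. Gbp2, an interferon-induced GTPase, went from 0.24 ± 0.075 (SD, n = 2) to 17.4 ± 1.53 (n = 2), a log2 change of 3.90 (SE 0.08, limma adjusted p = 1.1e-10; 5.72 with a pseudocount of 0.1), and Ifit1 from 1.25 ± 0.15 to 27.9 ± 3.68. Aldh3a1, an aldehyde dehydrogenase, rose from 0.68 ± 0.11 to 23.1 ± 0.84. The largest falls on the log2(RPKM + 1) scale were Omd, a matrix proteoglycan gene, from 29.3 ± 0.092 to 1.82 ± 0.35 (log2 change -3.43), Islr from 32.7 ± 2.11 to 2.64 ± 0.17 and Fkbp14, which folds proteins in the endoplasmic reticulum, from 19.8 ± 0.90 to 1.38 ± 0.094. Mx2 (log2 change 3.87), Cxcl10 (3.59), Ifi47 (3.28), Gch1 (3.26) and Apobr (3.24) rose too, and Smad6 (-3.00), Ppp1r3c (-2.99), Agt (-2.97), Fzd2 (-2.88) and Pcdh18 (-2.87) fell. Myc rose from 10.4 ± 0.29 to 34.8 ± 1.53 (log2 change 1.65, limma adjusted p = 9.5e-09). Cdkn1a, the cell cycle inhibitor p21, rose from 0.62 ± 0.071 to 9.19 ± 0.80 and Hmox1 from 18.7 ± 6.91 to 55.1 ± 5.40. In VP, Hmox1 and Myc lay at levels where reads per base may be limited. Ccnd1, cyclin D1, fell from 19.4 ± 2.02 to 7.91 ± 1.02 (log2 change -1.20, limma adjusted p = 1.1e-06). Ncl rose by 0.44 on the log2 scale. In all, 7607 of 11137 genes passed, 3053 higher and 4554 lower. The share of rises was 40.1%, and 51.3% under quantile normalization. The authors' deposited table calls 7098 genes for this comparison, of which 6618 were tested here, and 6280 genes were called in both. All had the same direction, which is not independent, since the authors' fold changes helped to place the decimal sign.

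Among the lists, interferon response genes rose in 21 of 21 cases with VP without OHT (21 adjusted over the list alone, median log2 change 2.43, camera adjusted p = 9.2e-16). The expression minimum includes the VP libraries, so VP itself brought some of these members into the test: of 26, 21 were tested here and 10 in the fit with Y27. The 10 tested in both fits all rose with VP. NF-kB and inflammatory genes rose in 21 of 23 (21 adjusted over the list alone, median 1.91, camera adjusted p = 5.2e-13; 18 were tested in the fit with Y27), with Lif going from 0.70 ± 0.28 to 14.7 ± 0.83 (n = 2 each). Immediate early genes rose in 19 of 21 cases and fell in 2 (19 and 2 adjusted over the list alone, median 1.47, camera adjusted p = 8.7e-10). ATF4 stress targets rose in 19 of 23 cases (20 adjusted over the list alone, median 1.20, camera adjusted p = 6.9e-09), Trib3 from 3.27 ± 0.68 to 36.1 ± 2.11. Aminoacyl-tRNA synthetases rose in 18 of 20, with 1 fall (19 and 1 adjusted over the list alone, camera adjusted p = 8.5e-07). NRF2 targets rose in 13 of 20 cases, with 1 fall (13 and 1 adjusted over the list alone, camera adjusted p = 1e-05), Nqo1 from 2.62 ± 0.17 to 25.4 ± 1.11. Ribosome biogenesis genes rose in 53 of 56 cases without OHT (53 adjusted over the list alone, median 0.75, camera adjusted p = 3.8e-17), Rrp12 from 3.29 ± 0.44 to 14.4 ± 0.27. Extracellular matrix genes fell in 21 of 24 cases, with 1 rise (21 and 2 adjusted over the list alone, median -1.08, camera adjusted p = 9.8e-06), Col4a2, a collagen of basement membranes, from 8.81 ± 0.75 to 0.933 ± 0.0565. Genes of the unfolded protein response fell in 16 of 18, with 1 rise (16 and 1 adjusted over the list alone, camera adjusted p = 9.2e-05), Dnajc3 from 18.4 ± 1.12 to 4.60 ± 0.36. These 9 lists had adjusted p = 0.686 with an estimated correlation. By fry all of them passed, the highest adjusted p being 0.0058 for aminoacyl-tRNA synthetases.

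Smaller list changes with VP without OHT were rises of 15 and falls of 4 of 26 nucleotide synthesis genes (15 and 4 adjusted over the list alone, camera adjusted p = 0.0014). Translation factors rose in 12 of 22 cases (12 adjusted over the list alone, 0.0018) and chaperones in 9 of 20 (6 adjusted over the list alone, 0.0014). Each of these 3 had adjusted p = 0.781 with an estimated correlation. Replication-dependent histones rose in 25 of 56 cases and fell in 5 (24 and 5 adjusted over the list alone, camera adjusted p = 0.0018; adjusted p = 0.853 with an estimated correlation). Of 25 YAP-TEAD targets 17 fell and 4 rose (17 and 4 adjusted over the list alone, median -0.40, camera adjusted p = 0.067, and 0.044 under median-ratio scaling, 0.0086 under quantile normalization and 0.047 with a replicate block). Ccdc80 went from 29.5 ± 1.68 to 6.50 ± 0.83 and Nt5e from 9.64 ± 0.24 to 3.09 ± 0.18 (n = 2 each). Common YAP readouts did not move alike. Ctgf had a log2 change of -0.41 (SE 0.16, limma adjusted p = 0.039) and Cyr61 of -0.10 (limma adjusted p = 0.50), while Ankrd1 rose by 0.86 (limma adjusted p = 6.7e-05). Cyr61 lay at a level where a possible limit on reads per base could hide a change. The Ctgf result did not pass without DMSO replicate 1 (0.21) or VP replicate 2 (0.27), nor under median-ratio scaling (0.12) or quantile normalization (0.065). Camera did not pass for DNA replication and G1/S (adjusted p = 0.36, 5 up and 20 down of 49), mitosis and G2/M (0.34), cholesterol synthesis (0.067, 13 of 21 down, and 0.016 under quantile normalization and 0.043 with a replicate block) or p53 targets (0.14).

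In VP, OHT changed fewer genes than in DMSO. Smpdl3b went from 1.07 ± 0.13 (SD, n = 2) to 4.61 ± 0.28 (n = 2), a log2 change of 1.44 (SE 0.08, limma adjusted p = 8.3e-06), and Glul, glutamine synthetase, from 3.37 ± 0.26 to 10.5 ± 0.025. Smoc1 rose from 0.452 to 2.43 and Ica1 from 1.58 to 5.10, and Cdca7l (1.18), Reep6 (1.13), Rragb (1.11) and St6galnac4 (0.99) rose too. Interferon genes fell: Usp18 from 5.97 ± 1.37 to 3.00 ± 0.12 (log2 change -0.79, limma adjusted p = 0.0047) and Oasl2 from 5.96 ± 1.21 to 3.37 ± 0.13 (-0.66, limma adjusted p = 0.0075, and 0.051 without VP replicate 2). Myc stayed level, at 34.8 ± 1.53 and 35.0 ± 1.29 (log2 change 0.01, limma adjusted p = 0.97). At that level a possible limit on reads per base could hide a change. Ncl rose from 13.8 ± 0.22 to 17.6 ± 0.33 (log2 change 0.33, limma adjusted p = 0.027), which did not pass without VP replicate 1 (0.13), VP replicate 2 (0.13), VP + OHT replicate 1 (0.12) or VP + OHT replicate 2 (0.20). Of 11137 genes 622 passed, 562 higher and 60 lower. The count was 196 without VP replicate 1, 94 without VP replicate 2, 165 without VP + OHT replicate 1 and 109 without VP + OHT replicate 2, with 24, 4, 11 and 5 lower. The share of rises was 90.4%, and 71.5% under median-ratio scaling and 65.4% under quantile normalization. The authors' deposited table calls 228 genes, of which 227 were tested and 188 called here. All had the same direction, which is not independent, since the authors' fold changes helped to place the decimal sign.

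Of the interferon response genes, 10 of 21 fell with OHT in VP (18 adjusted over the list alone, median log2 change -0.29, camera adjusted p = 1.6e-27; adjusted p = 0.583 with an estimated correlation). Nucleotide synthesis genes rose in 7 of 26 cases (14 adjusted over the list alone, median 0.23, camera adjusted p = 8.4e-05) and ribosome biogenesis genes in 6 of 56 (7 adjusted over the list alone, median 0.17, camera adjusted p = 5.8e-05). Cad, of pyrimidine synthesis, went from 11.4 ± 0.24 to 16.3 ± 0.44 (n = 2 each, limma adjusted p = 0.0054, and 0.061 without VP + OHT replicate 2). Cholesterol synthesis genes had a median of 0.22 with 1 rise among 21 (2 adjusted over the list alone, camera adjusted p = 0.031). Camera also called mitosis and G2/M lower than the other genes (adjusted p = 5.8e-05, median -0.02, and 0.052 under quantile normalization), SRF-MRTF and actin cytoskeleton (0.01), extracellular matrix (0.034) and histones (0.00062) with medians near 0 and with 0 members called by limma. It also called DNA replication and G1/S lower (0.036, and 0.109 under median-ratio scaling and 0.221 under quantile normalization), with a median of 0.02, a mean of 0.03 and 1 rise (1 adjusted over the list alone), signs opposite to that test. These lists had adjusted p = 0.983 with an estimated correlation. By fry no list passed for OHT in VP, the lowest adjusted p being 0.33 for interferon response genes.

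The difference between the OHT responses asked whether VP changed the response gene by gene. Hmga1, a chromatin protein gene, rose from 7.62 ± 1.23 to 26.9 ± 4.41 (SD, n = 2 each) in DMSO and was 26.8 ± 2.11 and 31.2 ± 0.0605 in VP, a difference of -1.48 (SE 0.17, limma adjusted p = 0.0033). In VP, Hmga1 and Myc lay at levels where a possible limit on reads per base could hide a change with OHT. Tfrc, the transferrin receptor, went from 5.79 ± 0.90 to 19.8 ± 3.14 in DMSO and from 7.40 ± 0.48 to 10.4 ± 0.074 in VP (difference -1.17, limma adjusted p = 0.0052). Podxl went from 0.66 ± 0.098 to 3.80 ± 0.31 in DMSO and from 0.72 ± 0.018 to 1.05 ± 0.16 in VP (-1.28). Ifi30 (-1.32), Mthfd1l (-1.19), Uhrf1 (-1.15), Ifrd2 (-1.11), Polr3g (-1.10) and Ncl (-0.59, limma adjusted p = 0.013, and 0.062 without VP replicate 2 and 0.058 without VP + OHT replicate 1) also had smaller responses. Genes lowered by OHT in DMSO had differences above 0, with Myc at 0.86 (limma adjusted p = 0.0047), Adamts4 at 0.99, Tnfaip2 at 0.88, B3gnt9 at 0.87, Nfil3 at 0.84, Zcchc5 at 0.83, Peg3 at 0.82 and Arhgap18 at 0.81. The last did not pass without DMSO replicate 1 (0.054), DMSO replicate 2 (0.059) or VP replicate 2 (0.063). In all, 429 genes passed, 160 with a difference above 0 and 269 below. At an unadjusted p under 0.05 there were 2129, against 557 expected by chance. The count was 206 without DMSO replicate 2, 131 without VP replicate 2, 168 without VP + OHT replicate 1 and 258 without VP + OHT replicate 2. Fewer differences lay above 0 when any 1 of the DMSO, VP or VP + OHT libraries was left out, and fewest without VP replicate 2. The count was 10 without the expression filter, where each gene named here missed the threshold.

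Ribosome biogenesis genes had a smaller OHT response in VP in 29 of 56 cases (48 adjusted over the list alone, median difference -0.46, camera adjusted p = 4.3e-34), Rrp12 by -1.02 (SE 0.13, limma adjusted p = 0.0047) and Utp15 by -0.67. DNA replication and G1/S genes did in 9 of 49 cases (17 adjusted over the list alone, median -0.29, camera adjusted p = 7.8e-17), with Mcm5, of the replicative helicase, going from 3.18 ± 0.37 to 5.52 ± 0.93 in DMSO and from 2.57 ± 0.48 to 1.81 ± 0.12 in VP (n = 2 each). Nucleotide synthesis genes did in 8 of 26 cases (12 smaller and 1 larger adjusted over the list alone, median -0.25, camera adjusted p = 1.7e-09). Differences lay above 0 for immediate early genes (1 called, 2 adjusted over the list alone, median 0.36, camera adjusted p = 6.8e-06), NF-kB genes (2 called, 4 adjusted over the list alone, 0.00016) and genes described as repressed by Myc (1 called, 3 adjusted over the list alone, 0.0034). These 6 lists had adjusted p = 0.81 with an estimated correlation. Fry adjusted p was 0.21 for ribosome biogenesis, 0.21 for DNA replication and G1/S, 0.35 for nucleotide synthesis and 0.44 for immediate early genes. Differences lay below 0 for chaperones (1 called, 1 adjusted over the list alone, 8.8e-05), translation factors (1 called, 2 adjusted over the list alone, 0.00064), aminoacyl-tRNA synthetases (1 called, 1 adjusted over the list alone, 0.043, and 0.13 under quantile normalization) and glycolysis (0 called, 2 adjusted over the list alone, 0.044). They did so for interferon response genes too (2 called, 3 adjusted over the list alone, 0.00079), a result lost with a pseudocount of 0.1 (0.85). The last 5 lists had adjusted p = 0.985 with an estimated correlation. Among the 2678 genes raised by OHT in DMSO, the median log2 response was 0.37 in DMSO and 0.19 in VP, a ratio of 0.505 (SD 0.098 over 16 combinations of single libraries, range 0.378 to 0.710). It was 0.354 under median-ratio scaling and 0.305 under quantile normalization. The response was smaller in VP for 2535 of them (94.7%), and by limma for 264, with 0 larger. The choice of genes on the same DMSO libraries favours smaller responses in VP. These counts were not repeated with a choice on separate replicates. With Y27, where the genes were chosen in the same way, the share was 58.3%. With OHT, the median log2 difference of the 2678 genes between VP and DMSO was -0.07, against -0.08 over all tested genes. As a set they thus ended no lower with VP than all tested genes did. VP without OHT had already raised 1157 of them and lowered 717. The 1164 genes lowered by OHT in DMSO had medians of -0.35 in DMSO and -0.04 in VP, a ratio of 0.128. The medians of all tested genes with OHT lay above 0, at 0.06 in DMSO and 0.08 in VP. The lowered genes were chosen on the same DMSO libraries, and neither other scaling nor a choice on separate replicates was run for them. How much of that ratio reflects scaling or the choice of genes is thus not known. With 673 tested genes that the authors' deposited table calls higher with a log2 change of at least 0.5, the ratio was 0.422.

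**Figure D2:**
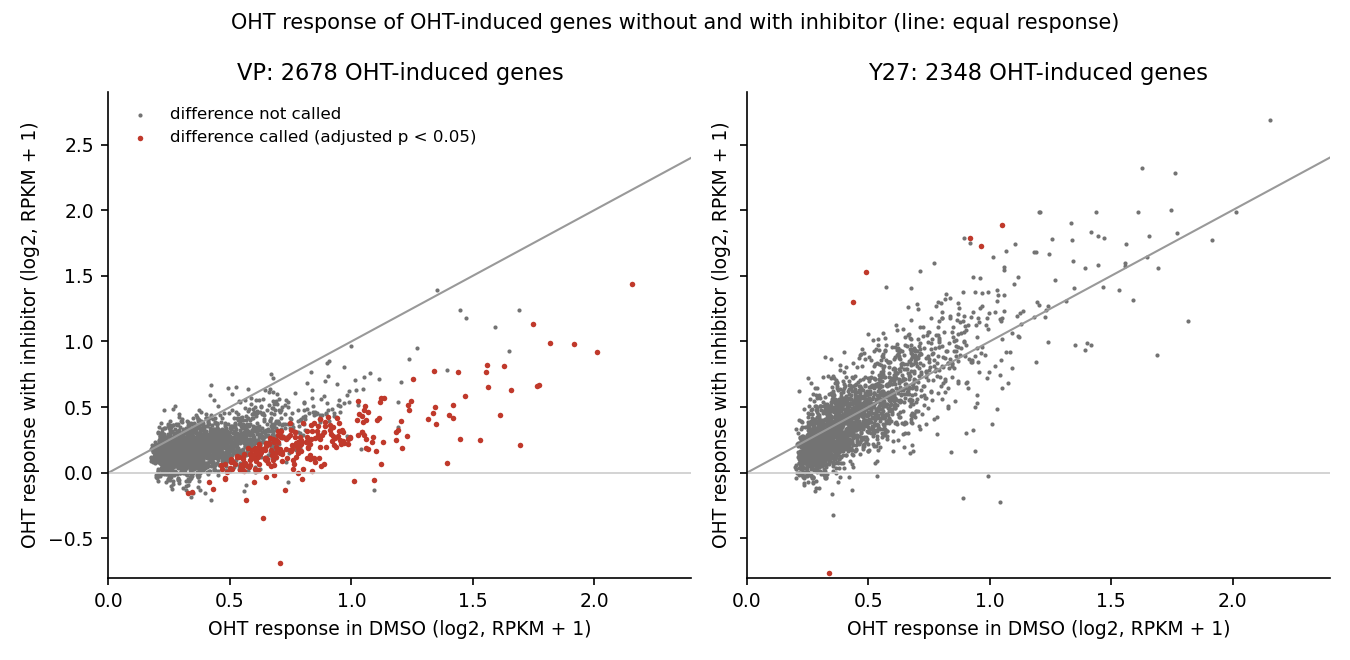
Each point is a gene raised by OHT in DMSO, with its log2 change with OHT in DMSO on the x axis and with OHT in VP (2678 genes) or in Y27 (2348 genes) on the y axis; the line marks equal responses and red marks genes whose responses differed by limma. With VP 94.7% of the genes had the smaller response in the inhibitor, with Y27 58.3%. The genes were chosen on the same DMSO libraries, which favours smaller responses in the inhibitor.

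With OHT present, VP again raised interferon and NF-kB genes. Trib3, a target of ATF4, went from 1.72 ± 0.55 (SD, n = 2) in DMSO + OHT to 37.4 ± 0.34 (n = 2) in VP + OHT, a log2 change of 3.83 (SE 0.13, limma adjusted p = 1.4e-09), and Nfkbiz from 2.05 ± 0.30 to 31.3 ± 0.13. Gprc5c fell from 9.09 ± 0.48 to 0.35 ± 0.059 and Epha4 from 12.3 ± 0.45 to 0.96 ± 0.058. Ccnd1 fell from 22.9 ± 2.71 to 8.60 ± 0.26 (log2 change -1.31, limma adjusted p = 5.8e-07), and Ncl, at 19.5 ± 0.79 and 17.6 ± 0.33, did not pass (log2 change -0.14, limma adjusted p = 0.11). DNA replication and G1/S genes fell in 34 of 49 cases and rose in 2 (36 and 2 adjusted over the list alone, median -0.45, camera adjusted p = 3e-05; adjusted p = 0.79 with an estimated correlation), with Gins2 going from 7.53 ± 0.0067 to 2.73 ± 0.22 and E2f1 from 4.71 ± 0.022 to 1.35 ± 0.15. Ribosome biogenesis genes rose in 33 of 56 cases and fell in 1 (33 and 1 adjusted over the list alone, median 0.29, camera adjusted p = 1.3e-06; adjusted p = 0.846 with an estimated correlation). Interferon response genes rose in 21 of 21 cases (21 adjusted over the list alone, camera adjusted p = 1e-15; adjusted p = 0.661 with an estimated correlation) and NF-kB genes in 21 of 23 (21 adjusted over the list alone, camera adjusted p = 2e-15; adjusted p = 0.533 with an estimated correlation). In all, 7251 of 11137 genes passed, 2875 higher and 4376 lower. The share of rises was 39.7%, and 50.4% under quantile normalization. The fall of Ctgf by 0.48 on the log2 scale (limma adjusted p = 0.019) did not pass without DMSO + OHT replicate 1 (0.060) or VP + OHT replicate 2 (0.24), nor under median-ratio scaling (0.059).

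Y27 without OHT lowered the YAP target Ctgf and genes of the actin cytoskeleton and raised early response genes. Ctgf went from 21.0 ± 2.25 (SD, n = 2) to 2.46 ± 0.32 (n = 2), a log2 change of -2.67 (SE 0.10, limma adjusted p = 1.5e-08). Lmod1, which nucleates actin filaments in muscle cells, fell from 4.50 ± 0.44 to 0.28 ± 0.12 and Srf, the transcription factor SRF, from 19.2 ± 1.97 to 6.83 ± 0.88. Klf4 rose from 1.25 ± 0.21 to 14.5 ± 1.84 (log2 change 2.78, SE 0.11, limma adjusted p = 1.7e-08) and Klf2 from 2.32 ± 0.44 to 9.23 ± 0.90. Jun rose too (1.45). The genes Bcl2l11 and Bmf, whose products promote apoptosis, rose with log2 changes of 1.49 and 1.47, as did Wnk4 (1.55), S100a7a (1.49) and Map3k8 (1.45). Tmem119 (-2.23), Tmem47 (-2.13), Bok (-2.11), Fam46b (-2.11) and Arl4d (-2.08) fell. Cyr61 went from 48.8 ± 1.14 to 35.8 ± 0.84 (log2 change -0.44, limma adjusted p = 0.0049, a result lost without Y27 replicate 1), at a level where reads per base may be limited. Hmox1 fell (-1.05, limma adjusted p = 0.0015), while Myc (0.21, limma adjusted p = 0.11), Yap1 (0.16, 0.080), Cdkn1a (0.23, 0.081) and Ncl (0.10, 0.33) did not pass. In the authors' comparison, Yap1 (log2 fold change 0.27, DESeq2 adjusted p = 0.0030), Myc (0.31, 0.021) and Ncl (0.19, 0.040) passed as higher. Cdkn1a did not pass there either (0.45, 0.25). In all, 5193 of 11017 genes passed, 1692 higher and 3501 lower, and 1050 were higher without DMSO replicate 2. Of them 32.6% were rises, and 45.8% under median-ratio scaling and 51.8% under quantile normalization. The authors' deposited table calls 4707 genes, of which 4504 were tested here, and 3801 genes were called in both. All had the same direction, which is not independent, since the authors' fold changes helped to place the decimal sign.

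Of the SRF-MRTF and actin cytoskeleton genes, 15 of 31 fell with Y27 without OHT and 3 rose (15 and 3 adjusted over the list alone, median log2 change -0.19, camera adjusted p = 0.039), with Acta2, smooth muscle actin, going from 29.4 ± 1.91 to 14.9 ± 0.37 (n = 2 each). Of 24 YAP-TEAD targets 14 fell and 5 rose (14 and 5 adjusted over the list alone), with a camera adjusted p = 0.32 that became 0.030 under quantile normalization. Nuak2 went from 11.6 ± 0.44 to 4.73 ± 0.38. Cholesterol synthesis genes rose in 15 of 21 cases and fell in 1 (17 and 1 adjusted over the list alone, median 0.41, camera adjusted p = 4.6e-06), Hsd17b7 from 4.85 ± 0.74 to 10.5 ± 0.79. Nucleotide synthesis genes fell in 19 of 26 cases and rose in 1 (19 and 1 adjusted over the list alone, median -0.50, camera adjusted p = 0.00027), Ctps, which makes CTP, from 19.1 ± 1.69 to 6.32 ± 0.59. Ribosome biogenesis genes fell in 28 of 56, with 1 rise (28 and 1 adjusted over the list alone, median -0.24, camera adjusted p = 0.0018). DNA replication and G1/S genes fell in 26 of 48 cases, with 1 rise (26 and 1 adjusted over the list alone, camera adjusted p = 0.035, and 0.071 under quantile normalization). Aminoacyl-tRNA synthetases fell in 12 of 20 (12 adjusted over the list alone, 0.018). Immediate early genes rose in 11 of 20 cases and fell in 4 (11 and 4 adjusted over the list alone, median 0.42, camera adjusted p = 0.0011). Extracellular matrix genes rose in 9 of 24 and fell in 1 (8 and 1 adjusted over the list alone, 0.0011). Genes described as repressed by Myc rose in 4 of 14 and fell in 1 (4 and 1 adjusted over the list alone, 0.011, and 0.085 under quantile normalization). These lists had adjusted p = 0.979 with an estimated correlation. Camera did not pass for interferon response (0.53, 2 up and 6 down of 10), NF-kB (0.67), ATF4 (0.14, and 0.013 under quantile normalization) or NRF2 targets (0.12, and 0.019 under quantile normalization), nor for ROCK pathway components (0.93).

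OHT in Y27 raised genes of ribosome production and nucleotide synthesis. Smpdl3b went from 1.12 ± 0.20 (SD, n = 2) to 12.6 ± 0.47 (n = 2), a log2 change of 2.69 (SE 0.09, limma adjusted p = 1.9e-09), Rrp12, of ribosome production, from 1.05 ± 0.038 to 7.16 ± 0.40, and Tfrc from 3.74 ± 0.036 to 17.8 ± 0.99. Ncl rose from 10.6 ± 0.28 to 20.2 ± 0.14 (log2 change 0.87, limma adjusted p = 4.5e-06). Myc fell (-0.62, limma adjusted p = 0.00066), as did Trp53inp2 (-1.08), Ndrg4 (-1.07), Plat (-0.92) and Trp53inp1 (-0.91). Pdxp (2.32), Ifrd2 (2.28), Reep6 (2.00), Fam195a (1.99) and Dgat2 (1.99) were among the largest rises. Ribosome biogenesis genes rose in 54 of 56 cases (54 adjusted over the list alone, median 0.87, camera adjusted p = 1.8e-34). Nucleotide synthesis genes rose in 22 of 26 (22 adjusted over the list alone, 2.8e-15) and DNA replication and G1/S genes in 26 of 48 (28 up and 1 down adjusted over the list alone, 5.6e-07). Chaperones rose in 12 of 20 cases (13 adjusted over the list alone, 3.1e-05) and aminoacyl-tRNA synthetases in 13 of 20 (13 adjusted over the list alone, 0.00016). Genes described as repressed by Myc fell in 6 of 14 (7 adjusted over the list alone, 0.00025). SRF-MRTF and actin cytoskeleton genes fell in 5 of 31 (0 adjusted over the list alone, 0.0057) and extracellular matrix genes in 2 of 24 (0 adjusted over the list alone, 0.0049). Immediate early (0.47), NF-kB (0.13) and interferon response genes (0.22) did not pass. These lists had adjusted p = 0.893 with an estimated correlation. In all, 3062 of 11017 genes passed, 1984 higher and 1078 lower. The count was 1958 without Y27 + OHT replicate 2, with 380 lower, and without Y27 replicate 2 there were 535 lower. Rises made up 64.8%, and 51.9% under median-ratio scaling and 44.9% under quantile normalization.

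Between Y27 and DMSO the OHT response differed for few genes. Egr1, an early response gene, went from 3.48 ± 0.42 to 1.74 ± 0.13 in DMSO and from 2.07 ± 0.29 to 2.99 ± 0.051 in Y27 (SD, n = 2 each), a difference of 1.09 (SE 0.14, limma adjusted p = 0.015). Mthfd1, of the folate cycle, went from 8.20 ± 0.37 to 16.4 ± 1.14 in DMSO and from 2.84 ± 0.13 to 12.3 ± 0.40 in Y27 (0.87). Rasl11a (1.04), Ctps (0.86), Sdf2l1 (0.86), Dctd (0.84), Ackr4 (0.81) and Slc5a6 (0.76) also had differences above 0. In all, 12 of 11017 genes passed, 11 above 0 and 1 below, with 768 at an unadjusted p under 0.05 against 551 expected by chance. The 1 below, Mir421, named after its value was seen, is a microRNA. Without DMSO replicate 1 the limma count was 0 and none of these genes passed, with adjusted p from 0.086 (Mthfd1, Rasl11a) to 0.31 (Slc5a6). Ctps, Dctd, Sdf2l1, Ackr4 and Slc5a6 also missed the threshold without Y27 + OHT replicate 2 (0.083 to 0.11). Without DMSO replicate 2, Dctd (0.079), Sdf2l1 (0.079), Ackr4 (0.051) and Slc5a6 (0.084) did. Without Y27 replicate 1, Ctps (0.076), Sdf2l1 (0.051), Ackr4 (0.086) and Slc5a6 (0.086) did. Ackr4 and Slc5a6 also did without DMSO + OHT replicate 2 (0.050 and 0.080) and without Y27 + OHT replicate 1 (0.095 and 0.12), and Ackr4 without Y27 replicate 2 (0.087). The count was 7 without DMSO replicate 2, 39 without DMSO + OHT replicate 1, 23 without DMSO + OHT replicate 2 and 7 without Y27 + OHT replicate 2. Smoc1 (-0.79), Cited1 (-0.77), Rrp12 (0.78) and Polr1b (0.64) came closest without passing, at limma adjusted p = 0.12 to 0.13. Ribosome biogenesis genes had a larger response in Y27 as a list, with 0 of 56 genes called and 12 adjusted over the list alone (median 0.19, camera adjusted p = 4.6e-17). So had nucleotide synthesis genes (2 called, 10 above and 1 below 0 adjusted over the list alone, camera adjusted p = 2.3e-12). Immediate early genes had differences above 0 (1 called, 5 adjusted over the list alone, 1.4e-08), because they fell less in Y27, with a median of -0.05 against -0.30 in DMSO. Differences also lay above 0 for ATF4 stress targets (0 called, 2 adjusted over the list alone, 0.00028), aminoacyl-tRNA synthetases (0 called, 0 adjusted over the list alone, 0.0077) and NF-kB genes (0 called, 0 adjusted over the list alone, 0.026). They lay below 0 for cholesterol synthesis (0 called, 0 adjusted over the list alone, median -0.18, 0.00092) and Hippo and Myc network components (0 called, 0 adjusted over the list alone, 0.027, and 0.092 under quantile normalization). Each had adjusted p = 0.905 with an estimated correlation. The median response of the 2348 genes raised by OHT was 0.40 in DMSO and 0.38 in Y27, a ratio of 0.947 (SD 0.182, range 0.682 to 1.34 over single libraries), and 1625 of them also rose with OHT in Y27. By limma 1 had a smaller response and 5 a larger one (Ctps, Dctd, Mthfd1, Rasl11a and Slc5a6). With OHT, the median log2 difference of the 2348 genes between Y27 and DMSO was -0.17, against -0.10 over all tested genes.

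With OHT present, Y27 again lowered Ctgf and raised Klf4. Ctgf went from 19.7 ± 0.96 (SD, n = 2) to 2.25 ± 0.20 (n = 2), a log2 change of -2.67 (SE 0.10, limma adjusted p = 7.9e-09), Ptx3, a secreted pentraxin, from 43.2 ± 2.93 to 10.9 ± 0.84 and Met, a growth factor receptor, from 12.7 ± 0.71 to 3.00 ± 0.51. Klf4 (2.97), Klf2 (1.94), Jun (1.57) and Zfp36l1 (1.54) rose, as did Wnk4 (1.46), Gpr153 (1.44), Lhfpl2 (1.42) and Tnfrsf23 (1.41). Prr5l (-2.10), Fam46b (-2.08), Lmod1 (-2.03) and Fam198b (-1.87) fell. Immediate early genes rose in 15 of 20 cases and fell in 2 (15 and 3 adjusted over the list alone, median 0.65, camera adjusted p = 1.5e-11). SRF-MRTF and actin cytoskeleton genes fell in 18 of 31 cases and rose in 2 (21 and 2 adjusted over the list alone, median -0.33, camera adjusted p = 0.0042). DNA replication and G1/S genes fell in 27 of 48 (28 adjusted over the list alone, 0.0042), and cholesterol synthesis genes rose in 8 of 21 and fell in 1 (8 and 1 adjusted over the list alone, 0.00021). Of 24 YAP-TEAD targets 14 fell and 4 rose (14 and 5 adjusted over the list alone, camera adjusted p = 0.24, and 0.037 under quantile normalization). Ribosome biogenesis genes fell in 10 of 56 cases (4 adjusted over the list alone), with a median of -0.08 against an upward test (camera adjusted p = 0.85). All lists in this paragraph had adjusted p = 0.976 with an estimated correlation. In all, 4387 of 11017 genes passed, 1022 higher and 3365 lower, and 624 were higher without Y27 + OHT replicate 1. The median of all tested genes was -0.10, and 0.01 under quantile normalization, where the share of rises was 49.9% against 23.3%. Under median-ratio scaling that share was 43.9%.

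**Figure D3:**
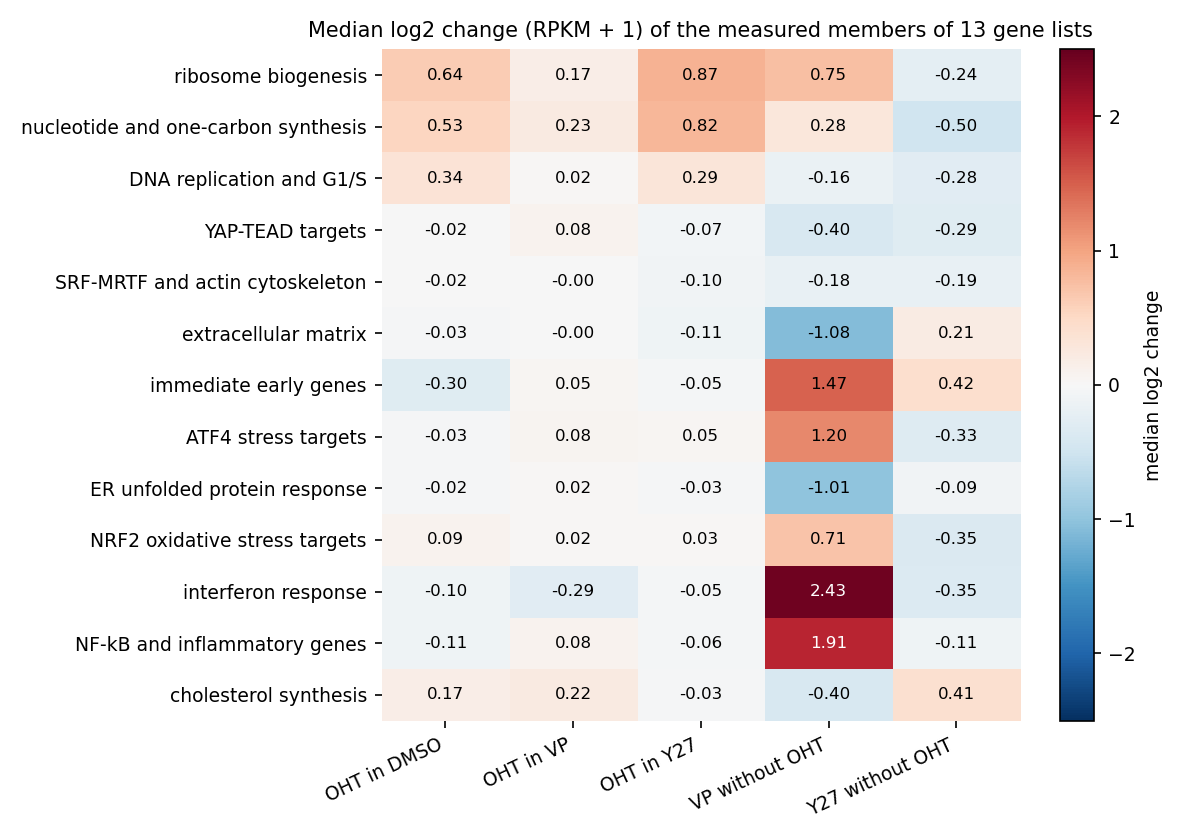
Median log2 change of the measured members of 13 gene lists (vertical axis) in 5 contrasts (horizontal axis): OHT in DMSO, in VP and in Y27, and each inhibitor without OHT; colours run from a fall to a rise on a scale ending at 2.5. Ribosome biogenesis had medians of 0.64 in DMSO, 0.17 in VP and 0.87 in Y27 with OHT, and interferon response one of 2.43 with VP.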

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

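The tests here were planned except 2 chosen only after the result was seen: the test of the VP response on genes under 20 RPKM and the test on induced genes not raised by VP. These results are listed because the test of the difference between the OHT response in an inhibitor and in DMSO passed for the gene, or gave the count.

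In VP the OHT response differed for 429 genes. It was smaller for Hmga1 (log2 difference -1.48), Ifi30 (-1.32), Podxl (-1.28), Mthfd1l (-1.19), Tfrc (-1.17), Uhrf1 (-1.15), Ifrd2 (-1.11), Polr3g (-1.10) and the nucleolar gene Ncl (-0.59). The difference lay above 0 for genes that OHT lowered in DMSO: Adamts4 (0.99), Tnfaip2 (0.88), B3gnt9 (0.87), Myc (0.86), Nfil3 (0.84), Zcchc5 (0.83), Peg3 (0.82) and Arhgap18 (0.81). In Y27 it differed for 12 genes, among them Egr1 (1.09), Rasl11a (1.04), Mthfd1 (0.87), Ctps (0.86), Sdf2l1 (0.86), Dctd (0.84), Ackr4 (0.81) and Slc5a6 (0.76). The count for VP was 206 without DMSO replicate 2, 131 without VP replicate 2, 168 without VP + OHT replicate 1 and 258 without VP + OHT replicate 2. The count for Y27 was 0 by limma without DMSO replicate 1, 7 without DMSO replicate 2, 39 without DMSO + OHT replicate 1, 23 without DMSO + OHT replicate 2 and 7 without Y27 + OHT replicate 2.

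Genes raised by OHT in DMSO responded less in VP, with a ratio of medians of 0.505 (0.354 under median-ratio scaling and 0.305 under quantile normalization). The tables argue against a choice of genes on the same libraries, since genes chosen on replicate 1 or 2 and measured on the other gave 0.506 and 0.524, and against scaling, since the median difference of all genes was -0.0727 of that of the induced genes. Genes under a mean of 20 RPKM, 2528 against 2678 in the whole set, gave 0.513, so the smaller response did not rest on the more abundant genes. Leaving out so few genes could hardly move a median. Genes under that mean can also exceed it in a group. At 10 to 20 RPKM, replicate differences followed log2 library totals with a slope of -0.115 (-0.194 to 0.00116 with a group left out). A ceiling on reads thus stays open. A higher level in VP before OHT stays open for the induced genes as a whole, because the median rise with VP equals 0.682 of the shortfall, but for the 1066 induced genes that VP did not raise it is argued against by a ratio of 0.608. An effect of VP on the response to MycER is a biological explanation that stays open and cannot be told apart from that higher level for the whole set.

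For Y27 the ratio of 0.947 was close to 1, with a shortfall smaller than the SD of the ratio, 0.182. The ratio thus does not show a smaller response in Y27. A single simulated set with no change in the response gave 0.947 in this fit and 0.980 in the VP fit. It had 1 response size for all responding genes and no shift between libraries, so the match is no calibration. With a shortfall this small, the choice of genes and scaling stay undecided. Their values were ratios of 0.843 and 1.12 in the 2 directions, and a median difference of all genes 1.15 of that of the induced genes. For a higher level in Y27 before OHT the value was -7.30 of the shortfall. It decides nothing either, since the shortfall lay within the spread of the ratio. The induced genes were lower in Y27 without OHT, with a median log2 change of -0.16, 993 lower and 225 higher by limma. The median of all tested genes was -0.07.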

How the results depend on the processing

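Voom on the recovered reads and the fit on genes under 20 RPKM were chosen only after the data were seen. Of 812 named gene results past the threshold, 599 kept their side and direction in every alternative, and of 366 not past it, 231 did. Calls were lost for 140 without an expression filter and for 181 with some library left out. Of 224 alternatives of the 12 main results, 186 stayed within the spread or 1.5 times the main value and 38 did not. No list passed with an estimated correlation, and by fry 0 to 16 lists passed, depending on the contrast. With 2 libraries per group, a lone library was assumed to vary like the other groups. With a replicate block the counts for the difference were 590 in VP and 18 in Y27. Deviations of libraries with the same number correlated at 0.28 (VP fit) and 0.30 (Y27 fit) between DMSO and DMSO + OHT and at -0.15 to 0.09 between other groups. Choosing the induced genes in the other fit was not run, because both fits share the DMSO and DMSO + OHT libraries.

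Asking also for a log2 change of at least 0.5 left 950 genes for OHT in DMSO, 4022 for VP without OHT, 114 for OHT in VP and 3614 for VP with OHT, and in the Y27 fit 947 for OHT in DMSO, 2028 for Y27 without OHT, 984 for OHT in Y27 and 1525 for Y27 with OHT, by construction fewer. The other shifts follow, and the cause was not tested. OHT in VP gave 123 genes with no filter, 400 with median-ratio scaling, 1009 with voom and 1218 on only the groups of the contrast. The difference between responses for VP gave 10 with no filter, 1052 with quantile normalization and 683 with voom, and for Y27 4 with no filter, 4 with no trend, 64 with voom and 5 under 20 RPKM. The VP response ratio was 0.354 with median-ratio scaling and 0.305 with quantile normalization. Wwtr1 reversed for OHT in DMSO under quantile normalization, at -0.12 in both fits, from 0.01.

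With each library left out in turn, counts ran from 2443 to 3729 for OHT in DMSO in the VP fit, 6682 to 7764 for VP without OHT, 94 to 855 for OHT in VP, 6142 to 7287 for VP with OHT and 131 to 559 for the difference in VP. In the Y27 fit they ran from 1711 to 3421 for OHT in DMSO, 3940 to 5384 for Y27 without OHT, 1958 to 3229 for OHT in Y27, 3076 to 4507 for Y27 with OHT and 0 (limma) to 39 for the difference. The response ratio ran from 0.434 to 0.533 in VP and from 0.822 to 1.10 in Y27. The share of rises for OHT in DMSO in the Y27 fit was 71.0%, and 52.7% with median-ratio scaling and 48.3% with quantile normalization.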

Other observations

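All comparisons in this part between VP and Y27, and the tests on abundant genes, were chosen only after the data were seen. VP and Y27 lowered more of the same genes than independent lists would share. Between VP without OHT and Y27 with OHT, which have no library in common, 1773 genes fell in both against 1397.5 expected, and 385 rose in both against 263.6. Between VP with OHT and Y27 without OHT, 1727 fell in both against 1395.6 expected and 584 rose in both against 411.8. The log2 changes across genes correlated at 0.174 and 0.150, genes not being independent replicates. OHT raised 451 genes in both VP and Y27 against 102.1 expected.

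Compared directly, with no shared controls, the OHT response differed between VP and Y27 for 922 of 11025 genes, 355 higher and 567 lower in VP. Of 2298 genes raised by OHT in DMSO in both fits, 529 responded less in VP and 4 more, with a median difference of -0.18.

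Abundant genes had lower RPKM in libraries with more reads. In the 108 genes at 40 RPKM or more, among them Eef2 (mean 67.2), Eef1a1 and Actb, replicate differences followed log2 library totals with a slope of -0.752. The slope was -0.427 at 20 to 40 RPKM and -0.115 at 10 to 20 RPKM. A ceiling on reads kept per position may be the cause but stays undecided, since a slope of -0.8 or lower was asked for. Scaling is argued against, because the slope in genes of 5 to 10 RPKM was -0.134 of that in the abundant genes.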
